A study of Mus musculus with 4 samples. Its data were reported in "N4‐acetylcytidine in LncRNA Gm26917 Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1" (2026).

How the data were processed

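Ribosome profiling of cultured mouse FGSCs was compared between 2 shNC and 2 shGm26917 libraries, with groups and replicate numbers taken from the sample labels. Per the labels, cells were treated with cycloheximide, lysates were digested with RNase I, ribosomes were pelleted through a sucrose cushion, and fragments of footprint size were sequenced on a NovaSeq instrument. The genome build named in the submitters' processing notes is mm10, and coordinates are given in it as the files print them. The study names deltaTE for its classes of genes and Student's t-test among its tests. Which test gave the p-values of each deposited table, and the aligner and counting tool of the Ribo-seq reads with their versions, are not given in the sources used here.

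The ORF table holds ORFs called by the authors with RiboCode, a tool that finds ORFs from the 3-base rhythm of footprints. Its per-library signal values were made by the authors as reads per ORF divided by a size factor of each library. In every library each value above 0 was a whole multiple of the smallest one, so whole reads were recovered. The share of values above 0 that came out whole, within a tolerance of 0.01 reads, was 100% in each library, and 1 read was worth 0.790, 1.17, 2.25 and 0.756 in shNC replicates 1 and 2 and shGm26917 replicates 1 and 2. In shGm26917 replicate 1 there were too few low values for a separate check of them. The log2 fold change in this table was computed by the authors as shGm26917 over shNC, and its p-value and adjusted p-value are those of the authors' test.

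The gene table holds translation efficiency, a ratio per gene and library that the authors formed from the normalized Ribo-seq value over the normalized RNA-seq value. It left the ratio blank for 8625 and 6286 genes in shNC replicates 1 and 2 and for 5608 genes in each shGm26917 library. The log2 change and the p-value of this table come from the authors' model of differential translation efficiency, as deposited. Gene names are those paired with the gene identifiers in the deposited tables, and no reference genome was used. No counts of either assay are in the gene table as used here, so the interaction model planned for counts was not run, and changes of RNA level and of gene-level ribosome occupancy, also planned, were not analysed here. Read counts were not inferred from the ratios.

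The tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. ORF values were compared with limma (lmFit, eBayes with trend) on log2(value + 1), for ORFs with a value over 1 in at least 2 libraries, which all 4669 ORFs met. Fold changes are on that scale and understate the change of low values. TE was compared with limma on log2(TE), with no pseudocount, for the 10115 genes with a ratio above 0 in all 4 libraries, 9672 of them protein coding. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, and the study's threshold (fold change of at least 1.5, unadjusted p of at most 0.05) was counted as well. On the recovered reads, edgeR's quasi-likelihood test with TMM and filterByExpr called 0 of 3927 ORFs, and DESeq2's Wald test was run as well, both added after the values were seen. ORF classes were compared with annotated ORFs by two-sided Fisher's exact tests. Tests used R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.

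There were 29 gene lists, covering the translation machinery, stress and death pathways, metabolism, the cell cycle, histones, germline and meiosis, other cell types of an ovarian culture, and the genes the study names. Lists with at least 5 tested members were tested with camera at its preset correlation of 0.01 and again with an estimated correlation, adjusted over the 23 lists tested. The rule for named genes took every gene of the 3 lists drawn from the study's text. It added per comparison the 5 features with the largest change in each direction among those called and without overlap between groups, filled by the smallest unadjusted p where fewer were called, and per list up to 4 members with the smallest p. A few genes that this rule takes are not reported here.

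The procedure was tested on simulated data with 200 changed features. All simulated genes of a library shared the same spread, and all simulated ORFs the same dispersion. Real features differ in spread, so the shares recovered and the false counts need not hold for the real data. For TE with the spread of each real library, limma recovered 26.9%, 53.7% and 98.5% of genes changed 1.5-, 2- and 4-fold at the study's threshold, and 0% of each at an adjusted p under 0.05. There 449 unchanged genes reached the study's threshold, more than the 219 genes at it in the real data. When every library was given the spread of the least variable one, 3 calls were false and 2.99%, 19.4% and 98.5% were recovered at the adjusted threshold, and 533 unchanged genes reached the study's threshold. For ORFs without missing values, limma recovered 0%, 0% and 22.7% and edgeR 0%, 0% and 28.8% at the adjusted threshold. With the real zeros kept in place, limma recovered 0% of the changed ORFs at the adjusted threshold. In that setting 362 unchanged ORFs reached the study's threshold, against 5 with edgeR. The kept zeros include the 391 ORFs at 0 in both shGm26917 libraries and above 0 in both shNC libraries. The 362 therefore carry that pattern of the real groups and are no rate of false calls.

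Alternatives covered quantile and upper quartile scaling, filters, pseudocounts, thresholds, leaving out each library in turn, the replicate number as a block, and leaving out features at 0 in a whole group. The count-based tests, a restriction to protein-coding genes, the authors' deposited model, and repeats of the gene list tests without each library, with the block and after quantile normalization were added after the values were seen. Where a library was left out of a group of 2, limma pooled the spread, so the lone library was assumed to vary like the others. Intervals are 95% bootstrap intervals over genes with 2000 resamples, and permutation tests over genes used 20000 resamples. Detection was also counted for values over 1, for at least 10 reads, and after thinning every library to 157914 reads.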

Results

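Ribosome footprints were profiled in 4 libraries of mouse female germline stem cells (FGSCs), a culture derived from the ovary. In 2 libraries (shGm26917) the long noncoding RNA Gm26917 was targeted with a short hairpin RNA, and in the other 2 (shNC) the cells carried a control hairpin. The comparison addressed which open reading frames (ORFs) and which genes gained or lost ribosomes after knockdown of Gm26917, an RNA that the study connects to the ribosomal protein mRNA Rpl10. The ORF table gave a size-adjusted footprint value for 4669 ORFs, and the gene table gave the translation efficiency (TE), the ratio of footprints to RNA, for 30694 genes. The ORF values corresponded to 1618481 and 1049143 whole reads in shNC replicates 1 and 2, and to 157914 and 1753036 reads in shGm26917 replicates 1 and 2. The depth behind each TE is unknown, since that table holds ratios. The p-values of limma, edgeR and DESeq2 measure only the spread between these libraries. Camera at its preset correlation compares listed genes with other genes, and the Fisher and permutation tests take ORFs or genes as units. Their p-values do not measure the spread between libraries.

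Gm26917 itself (chromosome 17, 39843013 to 39846341, mm10) had a TE of 17.0 and 23.8 in the shNC libraries and of 113 and 8.62 in shGm26917 replicates 1 and 2. Its log2 change was 0.63 ± 1.27 (SE, n = 2 per group; limma adjusted p = 0.970), and without shGm26917 replicate 1 it turned to -1.22. A ratio of footprints to RNA does not measure the RNA level, so the knockdown was not checked by these values. RNA levels were not analysed here.

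The libraries differed first in how many ORFs they listed. A value above 0 was given for 4211 and 3421 of the 4669 ORFs in shNC replicates 1 and 2, and for 372 (7.97%) and 4250 ORFs in shGm26917 replicates 1 and 2. In the 296 ORFs above 0 in all 4 libraries, the median was 687 and 458 reads in shNC and 269 and 700.5 reads in shGm26917. Several abundant mRNAs were listed at 0 in shGm26917 replicate 1. Myc, a growth-promoting transcription factor, had values of 1394 and 1501 in shNC, 0 in that library and 2517 in shGm26917 replicate 2. Col1a2, a chain of type I collagen, had 1765 and 1590 in shNC, 0 in that library and 1806 in the other. Eef1a1, the elongation factor that brings aminoacyl-tRNA to the ribosome, was listed at 0 in shNC replicate 2 and at 421, 461 and 436 in shNC replicate 1 and shGm26917 replicates 1 and 2. Of the 4297 ORFs listed at 0 in shGm26917 replicate 1, 4077 (94.9%) belonged to a gene with a TE above 0 in the same library. A value of 0 is therefore given below as "listed at 0", with no fold change against it.

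**Figure D1:**
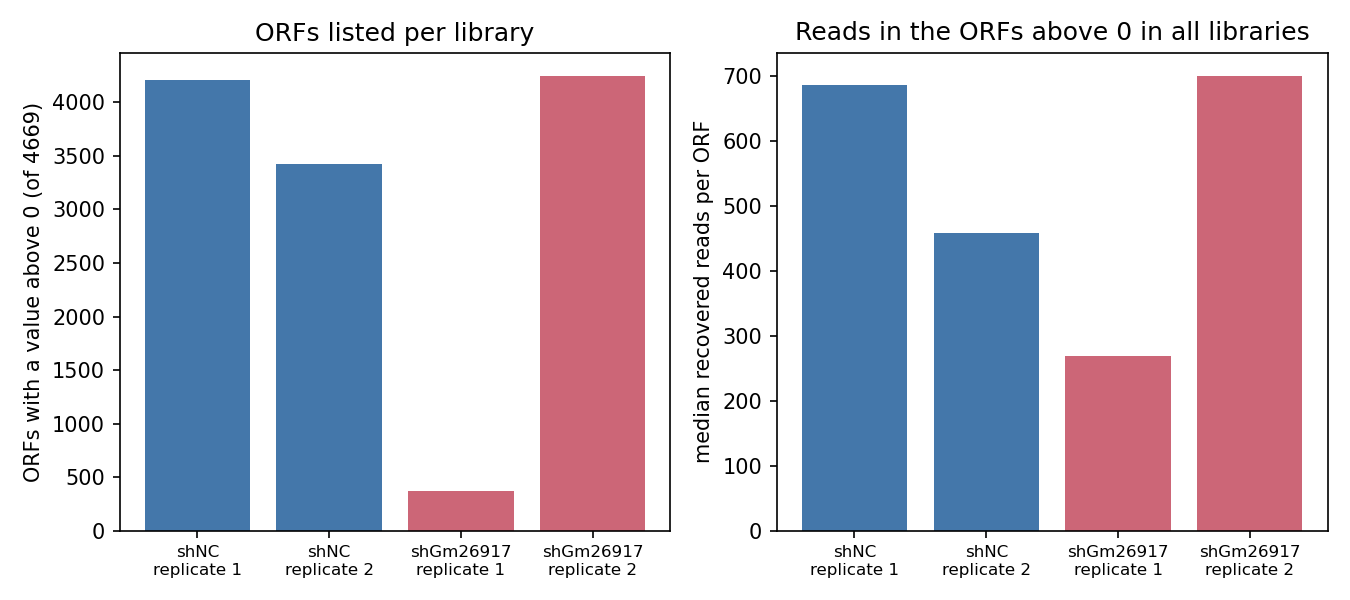
The left bars give the number of ORFs with a value above 0 in each library, of 4669, and the right bars give the median recovered reads per ORF in the 296 ORFs above 0 in all 4 libraries. shGm26917 replicate 1 listed 372 ORFs, against 3421 to 4250 in the others, and its median was 269 reads, against 458 to 700.5.

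Most listed ORFs were annotated coding sequences (4347), and the other classes included 71 ORFs upstream of a coding sequence. These upstream ORFs were above 0 in 61 and 31 cases in shNC and in 0 and 69 cases in shGm26917 replicates 1 and 2. In all, 391 ORFs were at 0 in both shGm26917 libraries and above 0 in both shNC libraries, and 10 had the opposite pattern. Pairs that mix the groups gave 1200 ORFs at 0 in shGm26917 replicate 1 and shNC replicate 2 alone. Another 427 were at 0 in shGm26917 replicate 1 and shNC replicate 1 alone. The mixed pairs with shGm26917 replicate 2 gave 12 with shNC replicate 1 and 9 with shNC replicate 2. A further 2279 ORFs were at 0 in shGm26917 replicate 1 alone.

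No ORF passed limma's test for changed ribosome occupancy, edgeR called 0 and DESeq2 called 3, and the ORFs with the smallest p by limma were listed in 1 group only. Among the lower ORFs, Rbsn, an endosomal trafficking protein (chromosome 6, 92211732 to 92189310), had values of 83.7 and 85.1 in shNC. Itgb1, the beta subunit of many matrix-binding integrins (chromosome 8, 128705413 to 128732088), had 73.4 and 69.9. Il6st, the signalling receptor subunit shared by the interleukin-6 family, had 83.7 and 80.4, the kinetochore protein Mis12 had 71.1 and 69.9, and the membrane protein Tmem18 had 70.3 and 67.6. All 5 were listed at 0 in both shGm26917 libraries. Among the higher ORFs, the lysosomal fucosidase Fuca1 had 236 and 255 in shGm26917 and the glucose transporter Slc2a3 had 285 and 386. The complex I subunit Ndufv3 had 216 and 105, the laminin chain Lamb1 had 31.5 and 21.2, and an ORF of 44 codons in the noncoding RNA 2410006H16Rik had 618 and 567. These 5 were listed at 0 in both shNC libraries. Each of the 10 had a limma adjusted p of 0.341, and they fill the places of called ORFs as those with the smallest unadjusted p.

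Of the genes named in advance, those with an ORF in the table included the DNA repair enzyme Parp1, which had values of 761 and 1005 in shNC and 0 and 933 in shGm26917 replicates 1 and 2. The cyclin Ccnd1 had 926 and 915 against 0 and 651. Its partner kinase Cdk4 had 173 and 402 against 0 and 77.1, Nat10 had 62.4 and 100.2 against 0 and 8.31, and Bax had 20.5 and 1.17 against 0 and 13.6. The ORF of Pgam1 had 3.16 and 3.50 in shNC and was listed at 0 in both shGm26917 libraries. With Eef1a1, described above, their limma adjusted p ranged from 0.642 to 1.00. At the ORF level none of the 17 gene lists with at least 5 ORFs passed camera (smallest adjusted p = 0.329, and 0.990 with an estimated correlation).

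With limma, 0 of 4669 ORFs had an adjusted p under 0.05, and 346 had an unadjusted p under 0.05. At the study's threshold, a fold change of at least 1.5 with an unadjusted p of at most 0.05, 8 ORFs were higher and 336 lower. Without shGm26917 replicate 2, which leaves the library with 372 listed ORFs alone in its group, limma called 1982 ORFs (48 higher, 1934 lower) and 2152 stood at the study's threshold. On the recovered reads, edgeR called 0 of 3927 ORFs, with 4 at an unadjusted p under 0.05, and DESeq2 called 3, each at an adjusted p of 0.0483. At the study's threshold DESeq2 placed 350 ORFs (18 higher, 332 lower), so the count-based tests differed there. The 3 DESeq2 calls, named after their values were seen, were Lrrc58 (values 1002 and 330 in shGm26917, 0 in shNC), 2410006H16Rik, and an upstream ORF of the nuclear import receptor Ipo7 (671 and 622 in shNC, 0 in shGm26917). Those 3 and the copper chaperone Atox1 (659 and 706 in shNC, 0 and 1.51 in shGm26917) were the 4 that edgeR placed at the study's threshold. In the authors' deposited table, 10 ORFs were classed up and 363 down, the smallest adjusted p was 0.310, and 355 of the 363 were listed at 0 in both shGm26917 libraries. No ORF class differed from annotated ORFs in the share at the study's threshold. Annotated ORFs stood at 329 of 4347 (7.57%) and upstream ORFs at 2 of 71 (2.82%). ORFs classed as neither annotated, upstream nor downstream stood at 9 of 221 (4.07%). The classes that overlap a coding sequence upstream or downstream stood at 1 of 17 and 1 of 4, and downstream ORFs at 2 of 9 (smallest adjusted p = 0.285 over the 5 classes, two-sided Fisher's exact test).

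For TE, the genes called in the authors' deposited model included the immediate early genes Egr1 and Ier2, which were higher in shGm26917, and the chemokine Ccl9, which was lower, each with a limma adjusted p of 0.965. Egr1, a transcription factor induced within minutes of growth factor or stress signals (chromosome 18, 34859823 to 34864984), had a TE of 0.552 ± 0.0265 in shNC and 2.0 ± 0.107 in shGm26917 (SD, n = 2 each). Ier2 had 4.06 ± 0.223 and 8.59 ± 0.719 (SD, n = 2 each). Ccl9 (chromosome 11, 83572919 to 83578636), had 1.07 ± 0.00227 in shNC and 0.356 ± 0.0111 in shGm26917 (SD, n = 2 each). In the authors' deposited table, 13 genes had an adjusted p under 0.05, 9 higher and 4 lower, of which 8 were protein coding. The log2 change in the authors' deposited table was 1.88 for Egr1 (adjusted p = 1.5e-07), 1.10 for Ier2 (0.000494), 1.01 for the small GTPase Rap1a (0.0184), 0.86 for the haematopoietic GTPase Rac2 (0.0475) and 0.72 for the mitochondrial chaperonin Hspe1 (0.0218). On the lower side, the authors' deposited table gave -1.60 for Ccl9 (0.0270), -0.87 for the complement component C3 (0.0188) and -0.66 for the scaffold protein Ahnak (0.00484). The other 5 in the authors' deposited table were noncoding. They were an rRNA gene, CT010467.1 (1.95, adjusted p = 5.3e-05), the small nuclear RNA Rn7sk (2.94, 0.000754), the Y RNA Rny3 (5.89, 0.00194) and the small nucleolar RNAs Snord118 (3.91, 0.0306) and Gm22676 (-16.3, 0.00123). The lower direction of Gm22676 cannot be checked on the ratios, which were blank in both shNC libraries and 52.5 and 205 in shGm26917. Apart from Egr1, Ier2 and Ccl9, these genes were named after their values were seen. At the study's threshold the authors' deposited table classed 401 genes up and 381 down. Of its 30694 genes, 905 had an unadjusted p under 0.05 by the authors' model, where 5% would be 1534.7. Among the 10115 genes tested by limma, 530 had one by the authors' model, where 5% would be 505.75. Of the 381, 216 were listed at 0 in shGm26917 replicate 1, 130 of them in that library alone. Of the 401, 92 and 118 were listed at 0 in shNC replicates 1 and 2.

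**Figure D2:**
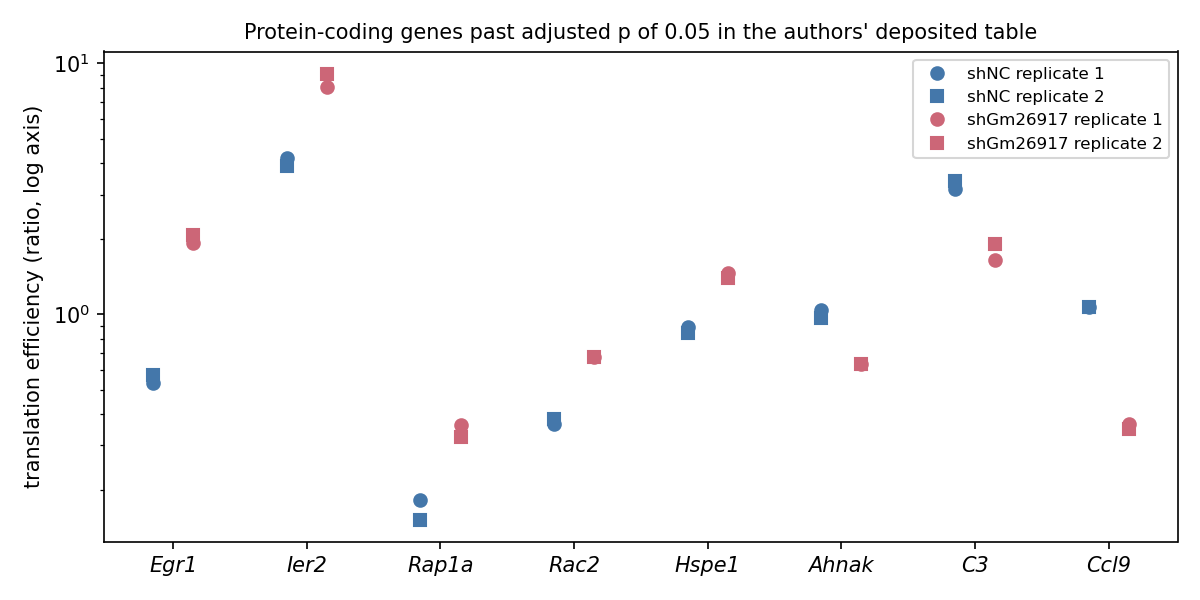
Translation efficiency (ratio of footprints to RNA, log axis) of the 8 protein-coding genes with an adjusted p under 0.05 in the authors' deposited table, with 1 point per library, circles for replicate 1 and squares for replicate 2. For Egr1 the shNC libraries lie at 0.533 and 0.571 and the shGm26917 libraries at 1.93 and 2.08, and for C3 at 3.17 and 3.40 against 1.64 and 1.90.

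The per-library ratios, tested with limma, gave 0 of 10115 genes at an adjusted p under 0.05 (smallest adjusted p = 0.965). At an unadjusted p under 0.05 limma gave 219, where 5% of the 10115 would be 505.75. All 219 also met the study's threshold (132 higher, 87 lower). Besides Egr1, the smallest p on the higher side belonged to the endothelial lipase Lipg (TE of 1.93 and 2.51 in shNC, 8.08 and 8.70 in shGm26917), cardiac troponin Tnnt2 (1.97 and 1.24, then 43.8 and 12.6), and the gene models Gm9816 and Gm15564. On the lower side they belonged to Ccl9, the contactin partner Cntnap1 (1.29 and 1.30, then 0.190 and 0.228), the muscle protein Ky (2.28 and 2.40, then 0.556 and 0.532), the adhesion molecule Ncam1 (3.16 and 3.21, then 1.09 and 1.33) and the synaptic vesicle priming factor Unc13a (0.535 and 0.890, then 0.190 and 0.137). For these 10 genes the adjusted p was 0.965 by limma. How many footprints lie behind their ratios is unknown, so close replicate values need not be precise. Cntnap1 and Unc13a, for example, had the same ratio (0.190381) in shGm26917 replicate 1. The number at the study's threshold was 110 without shNC replicate 1, 71 without shNC replicate 2, 580 without shGm26917 replicate 1 and 3472 without shGm26917 replicate 2. Without the last, 583 genes passed an adjusted p of 0.05 (210 higher, 373 lower), Egr1, Tnnt2, Gm15564, Cntnap1 and Ky among them. The log2 TE of shGm26917 replicate 1 correlated with the other libraries at 0.772 to 0.783 across genes, against 0.921 to 0.935 between the other 3, where genes are not independent replicates.

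The TE of the genes of the proposed axis did not separate the groups. The paper reports lower Rpl10 mRNA and protein after the knockdown, and a ratio of footprints to RNA measures neither. Rpl10, a protein of the large ribosomal subunit (chromosome X, 74270812 to 74273135), had a TE of 0.00700 and 0.00308 in shNC and 0.00344 and 0.00375 in shGm26917, a log2 change of -0.37 ± 1.28 (SE, n = 2 per group; limma adjusted p = 0.978). Without shNC replicate 1 it turned to 0.22. The RNA acetyltransferase Nat10 had a log2 change of -0.36 and Eef1a1 one of -0.23 (limma adjusted p = 0.965 and 0.977). Nat10 was -0.034 without shGm26917 replicate 1 and -0.68 without replicate 2, and Eef1a1 was 0.036 after quantile normalization and 0.33 without shGm26917 replicate 1. The noncoding RNA Malat1 had 0.23 (limma adjusted p = 0.978), which was -0.084 after quantile normalization and -0.60 without shGm26917 replicate 1. As a list of 5 tested genes, the axis had a median log2 change of -0.23 (camera adjusted p = 0.758), which was 0.22 without shNC replicate 1, with 0 genes called over all genes and 0 adjusted over the list alone.

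Of the genes that the study's text names as less translated, a list chosen on these samples and so no independent evidence of direction, the 5 described here had a lower mean TE in shGm26917 than in shNC. The paper also reports lower rates for such genes in a separate qPCR assay of translation, with rescue by Rpl10 overexpression. It reports lower rates after knockdown of Eef1a1 as well. The cell cycle repressor E2f7 (chromosome 10, 110745439 to 110787384) had 1.14 ± 0.154 in shNC and 0.558 ± 0.0250 in shGm26917 (SD, n = 2 each), a log2 change of -1.02 (limma adjusted p = 0.965). The glycolytic enzyme Pgam1 had 0.0375 and 0.0690 against 0.0299 and 0.0143. The other 3 were listed at 0 in shGm26917 replicate 1 and were not tested by limma. The ribosomal protein Rpl3 had 0.00497 and 0.00861 in shNC and 0.00110 in shGm26917 replicate 2, the growth factor Fgf10 had 0.648 and 0.997 against 0.0409, and the transcription factor Klf4 had 0.292 and 0.429 against 0.106. The adjusted p in the authors' deposited table was 0.115 for Rpl3, 0.558 for Fgf10, 0.770 for Klf4 and 1.00 for E2f7 and Pgam1. Of the 2 tested members, 0 were called over all genes and 0 adjusted over the list alone.

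A further list held differentiation, cycle and apoptosis genes named in the study. Bax, which permeabilises the outer mitochondrial membrane, had a log2 change of 0.82 ± 0.50 (SE, n = 2 per group; limma adjusted p = 0.965), with a TE of 2.92 and 2.69 in shNC and 7.67 and 3.19 in shGm26917. Other log2 changes were 0.33 for Parp1, 0.18 for Cdk4, 0.18 for Bcl2, -0.13 for Ccnb1, -0.19 for Ccnd1 and -0.52 for Ccna2, with limma adjusted p from 0.965 to 0.978. Without shGm26917 replicate 1 Bax was 0.19 and Parp1 0.098, and without shGm26917 replicate 2 they were 1.45 and 0.56. Cdk4 ranged from 0.040 to 0.32 with 1 library left out. Bcl2 was -0.042 without shNC replicate 1, and Ccnb1 (0.15), Ccnd1 (0.16) and Ccna2 (0.025) were positive without shGm26917 replicate 1. Ccnb1 was also positive after quantile normalization (0.12). The meiotic gene Sycp3 was listed at 0 in all 4 libraries, and Stra8 had no ratio in 3 libraries and 0 in shNC replicate 2. The list had a median log2 change of 0.15 (camera adjusted p = 0.721), which was -0.0090 without shNC replicate 1 and -0.15 without shGm26917 replicate 2, with 0 genes called over all genes and 0 adjusted over the list alone.

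Of the 23 gene lists with at least 5 tested members, 4 passed camera with its preset correlation, 3 higher and 1 lower. None passed with an estimated correlation (smallest adjusted p = 0.852). That setting takes its degrees of freedom from the 4 libraries, so a failure to pass it says little about any list. For immediate early and immune genes the estimated correlation (-0.038 and -0.023) was below the preset 0.01. Their unadjusted camera p still rose from 0.00077 to 0.071 and from 0.0016 to 0.085. For histones and the cell cycle the estimated correlation was above the preset one (0.090 and 0.29). In all 23 lists 0 members were called over all genes, and in 1 list, the immediate early one, 1 was called adjusted over the list alone (Egr1).

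Immediate early and dissociation stress genes had a median log2 change of 0.60, with 8 of 12 members positive (camera adjusted p = 0.0177; adjusted p = 0.852 with an estimated correlation). Besides Egr1 and Ier2, Fos had a TE of 0.730 and 0.280 in shNC and 3.11 and 1.58 in shGm26917, and Fosb had 2.09 and 0.15 against 9.85 and 2.62. Immune cell markers had a median of 0.54, with all 5 tested members positive (camera adjusted p = 0.0186; adjusted p = 0.852 with an estimated correlation). Lysozyme Lyz2 had a TE of 0.272 and 0.177 in shNC and 12.0 and 1.25 in shGm26917, and the macrophage genes Cd68, Fcer1g and Adgre1 had log2 changes of 0.58, 0.54 and 0.34. Replication-dependent histone genes had a median of 0.58, with 25 of 35 positive (camera adjusted p = 0.0262; adjusted p = 0.852 with an estimated correlation). Hist1h3g had 28.9 and 24.7 in shNC and 81.7 and 60.1 in shGm26917, and Hist1h3h, Hist1h3a and Hist1h1c had log2 changes of 3.01, 2.81 and 1.14. After quantile normalization the histone median was 0.07 (camera adjusted p = 0.522), and with the replicate number as a block the list did not pass (0.104).

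Cell cycle genes had a median log2 change of -0.26, with 25 of 35 members negative (camera adjusted p = 0.0232; adjusted p = 0.852 with an estimated correlation). The members with the smallest p were E2f7, the mitotic kinases Aurkb (-0.70) and Aurka (-1.0), and, in the opposite direction, cyclin Ccne1 (0.92). Without shNC replicate 2 none of these 4 lists passed (camera adjusted p = 0.0872 to 0.280), nor without shGm26917 replicate 2 (0.0604 to 0.817). Leaving out shNC replicate 2 gave medians nearer to 0 (0.44 for immediate early genes, 0.29 for immune genes, 0.20 for histones and -0.19 for the cell cycle). Leaving out shGm26917 replicate 2 gave medians farther from 0 for 3 lists (1.00, 0.63 and -0.42 for immediate early, immune and cell cycle genes), while the histone median was 0.25. Without shGm26917 replicate 1 the cell cycle list did not pass (0.610), with a median of -0.13, and the immediate early median was 0.36. Without that library, 8 lists passed, adding initiation factors (median 0.23), elongation factors (0.41), aminoacyl-tRNA synthetases (0.22) and oxidative phosphorylation (0.30) on the higher side and fibroblast genes (-0.39) on the lower, and none of the 8 passed with an estimated correlation (adjusted p = 0.886). Without shGm26917 replicate 2 the medians of the 4 added higher lists were below 0 (-0.036, -0.17, -0.12 and -0.17 in the same order), and the fibroblast median was -0.096.

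**Figure D3:**
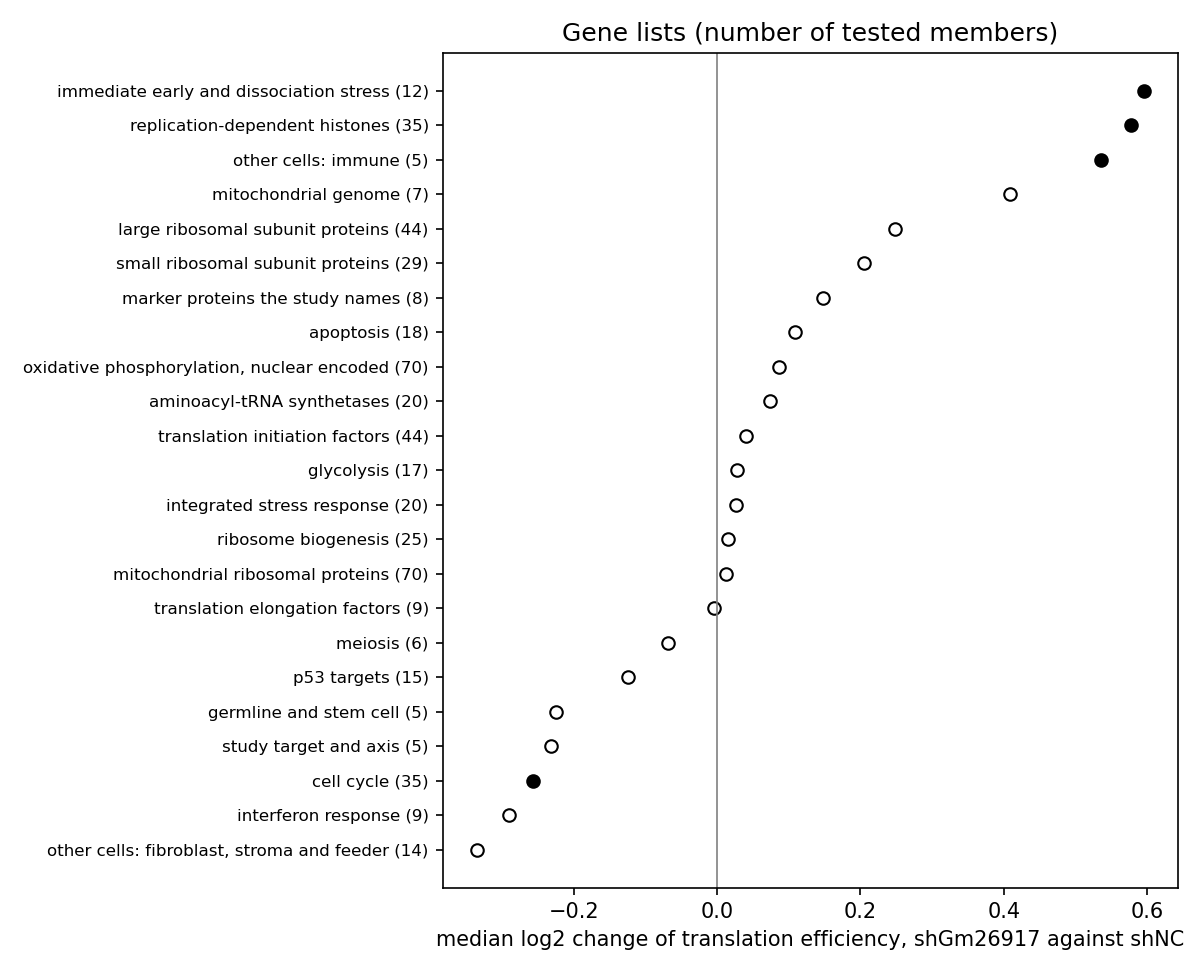
Median log2 change of translation efficiency, shGm26917 against shNC, for 23 gene lists, with the number of tested members in brackets. Filled points passed camera with its preset correlation (0.60, 0.58, 0.54 and -0.26), none did with an estimated correlation, and all other lists are open points.

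Ribosomal protein genes did not pass as groups, and their medians were above 0. The large subunit list had a median log2 change of 0.25, with 30 of 44 members positive (camera adjusted p = 0.160), and passed after quantile normalization (0.30, adjusted p = 0.0437; adjusted p = 0.519 with an estimated correlation). Rpl7a had a TE of 0.192 and 0.159 in shNC and 0.329 and 0.302 in shGm26917, Rpl34 and Rpl30 had log2 changes of 0.74 and 1.28, and Rpl24 had -0.78. The small subunit list had a median of 0.21, with 20 of 29 positive (camera adjusted p = 0.556). With 1 library left out the medians ranged from 0.16 to 0.43 for the large subunit and from 0.097 to 0.41 for the small subunit, and neither list passed. Rps20 had a log2 change of 0.62, and Rps10 and Rps27 had -1.29 and -1.09. In the authors' deposited table, 6 large subunit genes were classed up and 1 down, and 3 small subunit genes were classed up and 1 down.

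The remaining lists did not pass in the comparison as reported. Within the translation machinery, the medians were 0.01 for mitochondrial ribosomal proteins (70 members), 0.04 for initiation factors (44), 0.02 for ribosome biogenesis (25), 0.07 for aminoacyl-tRNA synthetases (20) and -0.005 for elongation factors (9), with camera adjusted p from 0.556 to 0.799. Stress and death lists had 0.03 for the integrated stress response (20), -0.12 for p53 targets (15), 0.11 for apoptosis (18) and -0.29 for the interferon response (9), with camera adjusted p from 0.556 to 0.758. Metabolic lists had 0.03 for glycolysis (17), 0.09 for nuclear-encoded oxidative phosphorylation (70) and 0.41 for the mitochondrial genome (7), with camera adjusted p from 0.556 to 0.758. The last was 0.096 without shGm26917 replicate 1 and 0.72 without shGm26917 replicate 2. Germline and stem cell genes had -0.22 (5 members, camera adjusted p = 0.631), meiosis genes -0.07 (6, 0.746) and fibroblast, stroma and feeder genes -0.34 (14, 0.133). The last list passed after quantile normalization (-0.42, adjusted p = 0.0162; adjusted p = 0.519 with an estimated correlation), where 5 lists passed in all. In it, Col1a1 and Col5a1 had log2 changes of -0.58 and -0.45, and Fbln1 had 0.78. After quantile normalization 5 of these medians changed sign (mitochondrial ribosomal proteins, ribosome biogenesis, the integrated stress response, oxidative phosphorylation and elongation factors), and without shGm26917 replicate 1 the germline median was 0.18 and the interferon one 0.03. Among the lists of this paragraph, those whose median kept its sign whichever library was left out were apoptosis, p53 targets, the mitochondrial genome and fibroblast genes. For elongation factors camera pointed up although the median was below 0, and for the integrated stress response it pointed down with a mean of -0.16.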

Values the study reported

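The study reported 10 ORFs as upregulated and 363 as downregulated after knockdown of Gm26917. For translation efficiency, it counted 401 genes as increased and 381 as decreased.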

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

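Tests added after the results were seen were the edgeR, DESeq2, protein-coding and deposited-model settings and, for gene lists, the left-out libraries, block and quantile settings. Depth limits what can be seen of ORFs with few reads. The ORFs listed in shGm26917 replicate 1 held 157914 reads, and the other libraries thinned to that number still had reads in 3159 to 3851 ORFs. Loss of reads by sampling alone thus leaves most of the 4297 ORFs at 0 in shGm26917 replicate 1 unaccounted for. The thinning did not repeat the calling of ORFs, so it cannot tell whether lower depth kept ORFs from being called.

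For ORFs, limma's 0 calls became 7 without ORFs at 0 in a whole group and 3 with DESeq2, and ranged from 0 to 1982 when 1 library was left out, the highest without shGm26917 replicate 2. At the study's threshold the 344 ORFs (8 higher, 336 lower) became 53 after quantile normalization (19 higher, 34 lower), 9 with the stricter filter, 63 without ORFs at 0 in a whole group, 4 with edgeR and 13 with edgeR on the ORFs above 0 in all libraries. With DESeq2 they were 350 (18 higher, 332 lower). Left-out libraries gave 257 to 2152. The stricter filter tests fewer ORFs (295), and removing ORFs at 0 in a group takes out the ones counted. For the other settings the cause was not tested. The 391 ORFs at 0 in both shGm26917 libraries alone were 330 to 413 under the other detection rules.

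For translation efficiency, limma's 0 calls were 13 in the authors' deposited model and ranged from 0 to 583 with 1 library left out. The 219 genes at the study's threshold (132 higher, 87 lower) were 497 with no filter and a pseudocount of 0.1 (142 higher, 355 lower), 101 with the stricter filter, 18 with a pseudocount of 10, 782 in the authors' deposited model, and 71 to 3472 with 1 library left out. The stricter filter tests 3419 genes and the larger pseudocount shrinks every fold, while for the rest the cause was not tested. Other settings stayed within 1.5 times the count.

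Gene lists called by camera, 4 as reported, were 0 with an estimated correlation, 0 with the stricter filter, 5 after quantile normalization and 0 to 8 with 1 library left out. The stricter filter left 11 lists to test, without the immune and immediate early lists, and gave a median of 0.573 for histones and 0.0065 for the cell cycle (9 members).

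The deviations of same-numbered libraries showed little correlation (-0.0429 for translation efficiency and -0.0862 for ORFs). This cannot tell whether the replicate numbers pair the libraries. The deviations in shGm26917 reflect the difference between its 2 libraries, of which replicate 1 was unlike the others. With the replicate block, 0 ORFs and 0 genes were called, 244 ORFs and 284 genes stood at the study's threshold, and 3 lists were called, without the histones (adjusted p = 0.104).

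Among single genes, 12 values changed sign, and the cause was not tested. After quantile normalization Eef1a1 was 0.036, Ccnb1 0.12 and Malat1 -0.084. With 1 library left out, log2 changes ranged from -0.042 to 0.40 for Bcl2, -1.06 to 0.025 for Ccna2, -0.54 to 0.16 for Ccnd1, -0.79 to 0.33 for Eef1a1, -0.41 to 0.15 for Ccnb1, -1.22 to 2.49 for Gm26917, -0.60 to 1.06 for Malat1 and -0.96 to 0.22 for Rpl10. Another 277 values of named genes kept their direction and their side of the threshold, and 5 passed it without shGm26917 replicate 2.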

Other observations

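The tests chosen only after the result was seen were those on uncalled ORFs, on loss of ribosomes per transcript, on pseudogenes within ribosomal protein genes, and on a shared RNA value, and the splits of the libraries and the marker values are given as seen.

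Markers of cell types of the ovary and of its cultures were detected unevenly. Of the germline and stem cell list, 21 genes had an entry in the gene table. Of these, 5 had a ratio above 0 in all 4 libraries (Myc, Ifitm3, Itga6, Kit and Gfra1). Some genes failed this only because they were at 0 in shGm26917 replicate 1, among them Etv5, Id4, Zbtb16 and Klf4. Etv5 had 0.766 and 0.663 in shNC and 0.793 in shGm26917 replicate 2. Prdm1 was above 0 in both shNC libraries and at 0 in both shGm26917 libraries. Ddx4, the germ cell RNA helicase, Pou5f1, Sox2 and Bcl6b had no ratio or a ratio of 0 in each library. The paper shows Ddx4 and Oct4 (Pou5f1) in its FGSCs by RT-PCR and immunofluorescence. Of the other lists, oocyte genes had a ratio above 0 in all libraries for 0 of 9 genes, ovarian surface epithelium for 0 of 10, endothelial cells for 0 of 8, granulosa cells for 3 of 11 and theca cells for 1 of 5. Fibroblast, stroma and feeder genes had one for 14 of 16 and immune genes for 5 of 11. In the ORF table the macrophage receptor Adgre1 had values of 1072 and 770 in shNC and 0 and 1423 in shGm26917, and the collagen Col1a1 had 1461 and 1262 in shNC and 677 and 822 in shGm26917. Cyp11a1, the enzyme that starts steroid synthesis, had 475 and 486 in shNC and 0 and 536 in shGm26917. A ratio gives no level of the RNA, and a blank ratio, found in at least 1 library for 8 of 9 oocyte genes and 8 of 10 surface epithelium genes, does not say that a gene had no footprints. The counts do not say how many cells expressed a gene.

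Gm26917 ranked 3 of 159 tested long noncoding RNAs by mean log2 TE, where the median TE was 1.12, and 5 of 159 without shGm26917 replicate 1. It ends 11 bases before CT010467.1, an rRNA gene on the opposite strand (chromosome 17, 39846353 to 39848827), whose TE was 0.698 and 0.386 in shNC and 2.03 and 2.01 in shGm26917. Replication-dependent histones, whose mRNAs mostly lack a poly(A) tail, had list medians of 242 and 152 in shNC and 228 and 444 in shGm26917.

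At the study's thresholds, limma on the per-library ratios gave 132 genes with higher and 87 with lower translation efficiency here. Both are lower than the values quoted from the study above. The gene sets and models differ, since limma tested 10115 genes and the authors' deposited table holds 30694, and 248 genes classed up and 159 classed down in the authors' deposited table were among the 10115.

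The ORFs classed lower in the authors' deposited table were nearly all at 0 in both shGm26917 libraries. The tables argue against too few sampled reads, since with a median of 85 shNC reads, scaled to the depth of the shGm26917 libraries, 0.0015% of these ORFs were expected at 0 in both. This covers counting error only, does not cover the calling of ORFs, and takes the reads as independent. Replicate 2 of shGm26917 was the deepest of the 4 libraries (1753036 reads). The tables also argue against a loss of ribosomes per transcript particular to these genes. The median log2 change of TE of their genes was -0.049 (95% interval -0.10 to 0.02, 335 genes). That value would miss ribosomes lost together with the RNA. It would also miss a loss shared by all genes, because the ratios are normalized within each library. The median TE of the tested genes was 0.993 and 0.990 in shNC and 0.992 and 1.00 in shGm26917. A candidate explanation that stays open is that a 0 stands for an ORF that was not called in that library, because 95.2% (338 of 355) belonged to a gene with a TE above 0 in both shGm26917 libraries.

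Ribosomal protein genes had a low TE in every library, with a median of 0.0805 and 0.0739 in shNC and 0.107 and 0.107 in shGm26917 over 73 genes, against 0.981 to 1.00 in 9599 other protein-coding genes. Among other genes with an annotated ORF listed, the 797 with at most 250 codons had a higher median log2 TE than the 3284 longer ones. The difference was 0.47 (95% interval 0.33 to 0.61), the opposite of what a short coding sequence would give. These ORFs were called from footprints, so short ORFs with few footprints may be missing. The test therefore cannot exclude a short coding sequence. Footprints that also match pseudogenes and were not counted may be the cause, and the tests leave this open. Other genes with a pseudogene named after them had a median log2 TE that differed by -0.98 from those without (95% interval -1.34 to -0.65, permutation p = 5e-05, the smallest that 20000 permutations can give), just short of the difference of 1 set beforehand. Within ribosomal protein genes, the 58 with a named pseudogene had a median log2 TE of -4.04 and the 15 without one of -0.82 (permutation p = 0.0001), the latter still below the -0.033 of other protein-coding genes. No biological explanation was tested.

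Both shGm26917 libraries lacked a TE for the same 5608 genes. In shNC 4120 and 1781 genes lacked a value in replicate 1 or replicate 2 alone. Whether separate RNA libraries lacked the same genes was not tested. A candidate explanation is that 1 RNA value per gene was used for both shGm26917 libraries. The ratio between the libraries of a group was repeated between genes 4.05 times as often in shGm26917 (44.7% of 10420 genes) as in shNC (11.03% of 12702). If so, the spread between the shGm26917 ratios holds no variation of the RNA, and no biological explanation was tested.

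The 4 libraries can be split into pairs in 3 ways. The real split gave 344 ORFs and 219 genes at the study's threshold. Setting both replicates 1 against both replicates 2 gave 365 and 257, and the third split gave 1194 and 333, with 1025 ORFs called by limma against 0 in the real split. That split sets shNC replicate 2 and shGm26917 replicate 1, the libraries with the fewest listed ORFs, against the other 2. As 1200 ORFs were at 0 in just those 2 libraries, the calls point to a structure of the samples in which ORFs are listed. For TE, limma called 0 genes in each of the 3 splits. With 3 splits no share under 0.05 can be reached.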
